# Ad4BP/SF-1 regulates cholesterol synthesis to boost the production of steroids

**DOI:** 10.1038/s42003-018-0020-z

**Published:** 2018-03-22

**Authors:** Takashi Baba, Hiroyuki Otake, Miki Inoue, Tetsuya Sato, Yasuhiro Ishihara, Ju-Yeon Moon, Megumi Tsuchiya, Kanako Miyabayashi, Hidesato Ogawa, Yuichi Shima, Lixiang Wang, Ryuichiro Sato, Takeshi Yamazaki, Mikita Suyama, Masatoshi Nomura, Man Ho Choi, Yasuyuki Ohkawa, Ken-ichirou Morohashi

## Abstract

Housekeeping metabolic pathways such as glycolysis are active in all cell types. In addition, many types of cells are equipped with cell-specific metabolic pathways. To properly perform their functions, housekeeping and cell-specific metabolic pathways must function cooperatively. However, the regulatory mechanisms that couple metabolic pathways remain largely unknown. Recently, we showed that the steroidogenic cell-specific nuclear receptor Ad4BP/SF-1, which regulates steroidogenic genes, also regulates housekeeping glycolytic genes. Here, we identify cholesterogenic genes as the targets of Ad4BP/SF-1. Further, we reveal that Ad4BP/SF-1 regulates *Hummr*, a candidate mediator of cholesterol transport from endoplasmic reticula to mitochondria. Given that cholesterol is the starting material for steroidogenesis and is synthesized from acetyl-CoA, which partly originates from glucose, our results suggest that multiple biological processes involved in synthesizing steroid hormones are governed by Ad4BP/SF-1. To our knowledge, this study provides the first example where housekeeping and cell-specific metabolism are coordinated at the transcriptional level.

## Abstract (web summary)

Takashi Baba and colleagues show that the steroidogenic cell-specific nuclear receptor Ad4BP/SF-1 targets cholesterogenic genes. Given that cholesterol is a precursor of the steroid hormones, this study suggests that Ad4BP/SF-1 regulates the synthesis of cholesterol to boost the production of steroids.

## Introduction

Steroid hormones vital for diverse biological processes are synthesized from cholesterol through multi-step reactions^1–4^. Steroidogenesis is active only in functionally specialized steroidogenic cells, such as adrenocortical and testicular Leydig cells. Multiple studies have established that all steroidogenic genes are regulated by the steroidogenic cell-specific transcription factor Ad4BP/SF-1 (NR5A1), which binds them directly^5–8^. Recently, we showed that this transcription factor also directly regulates nearly all glycolytic genes, and thus also governs the expression of genes involved in housekeeping metabolism^9^. At that time, however, we could not determine why this steroidogenic cell-specific transcription factor regulates two apparently independent metabolic pathways, steroidogenesis and glycolysis.

Because cholesterol is an essential component of all cells, its cellular levels are maintained within a narrow range by a complex control system that balances incorporation, excretion, de novo synthesis, and consumption^10–12^. This control machinery is unique in that sensing of intracellular cholesterol concentration regulates proteolytic cleavage of the membrane-bound inactive form of a transcription factor, SREBP-2 (sterol-responsive element binding protein-2), into its active soluble form. Following proteolysis, the soluble form of SREBP-2 translocates into the nucleus to directly activate many cholesterogenic genes^11^.

In addition to its role as a key component of cellular membranes, cholesterol is used as the starting material for steroidogenesis in steroidogenic cells^1–3^. Therefore, it is reasonable that steroidogenic cells would have a unique mechanism for meeting their augmented need for cholesterol. Indeed, it was reported that steroidogenic cells primarily use intracellular cholesterol stores for steroidogenesis in response to steroidogenic stimulation. Then, after the cholesterol stores decreased rapidly, de novo cholesterogenesis is activated and the synthesized cholesterol is used for steroidogenesis^13^. As mentioned above, Ad4BP/SF-1 regulates the genes implicated in both glycolytic and steroidogenic pathways. Given that pyruvate, the final product of glycolysis, can be converted to acetyl-CoA, the starting material for cholesterogenesis, we hypothesize that the glycolytic and steroidogenic pathways might be connected via the cholesterogenic pathway. Given the interconnections among these three metabolic pathways, we predict that Ad4BP/SF-1 would also regulate cholesterogenic genes, thereby collectively governing all metabolic processes from the one that utilizes glucose to the one that produces steroid hormones (Supplementary Fig. 1).

## Results

### Indirect regulation of cholesterogenic genes by Ad4BP/SF-1

To explore the possibility that Ad4BP/SF-1 is involved in cholesterogenic gene regulation, we obtained the transcriptomes of Y-1 cells, which are derived from a mouse adrenocortical tumor. The mRNA-seq data revealed that expression of 16 out of 20 cholesterogenic genes decreased below 70% of control levels in *Ad4BP/SF-1* knockdown cells (Supplementary Fig. 2a). Consistent with the transcriptome data, quantitative RT-PCR (qRT-PCR) confirmed that the cholesterogenic genes, with the exception of *Tm7sf2*, were down-regulated by the knockdown (Fig. 1a, Supplementary Fig. 2b). Cyclic AMP (cAMP) stimulates steroidogenic gene expression^4^. Hence, we investigated whether cholesterogenic gene expression is activated by cAMP. Indeed, we found that expression of many cholesterogenic genes was increased by cAMP stimulation (Fig. 1a). In *Ad4BP/SF-1* knockdown cells, the cAMP-induced up-regulation of cholesterogenic genes (except for *Tm7sf2* and *Hsd17b7*) was reduced (Fig. 1a).

**Fig. 1:**
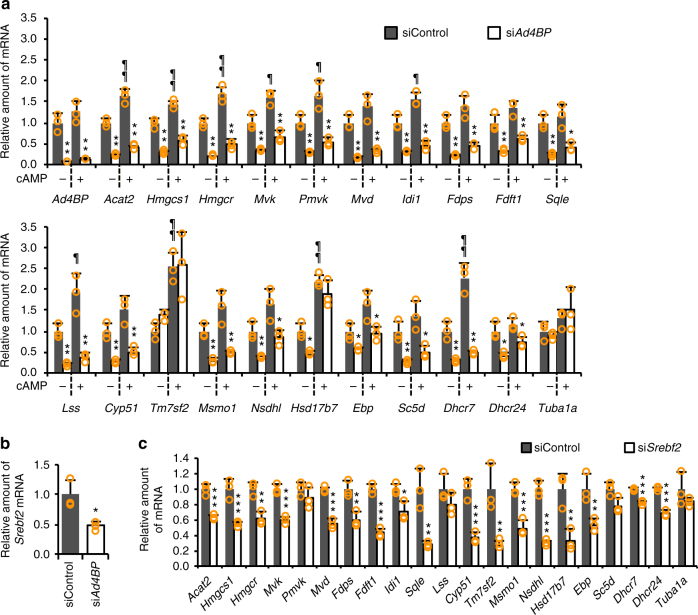
Cholesterogenic gene expression affected by *Ad4BP/SF-1* knockdown. **a** Cholesterogenic gene expression in *Ad4BP/SF-1* knockdown or control Y-1 cells in the absence or presence of cAMP was determined by qRT-PCR. Bars with “*” are compared to siControl-treated cells. *p < 0.05, **p < 0.01. Bars with an “^¶^” are compared to vehicle-treated cells; ^¶^*p* < 0.05, ^¶¶^*p* < 0.01. **b** *Srebf2* expression was determined in *Ad4BP/SF-1* knockdown or control Y-1 cells by qRT-PCR. *p < 0.01. **c** Cholesterogenic gene expression was determined in *Srebf2* knockdown or control Y-1 cells by qRT-PCR. *p < 0.05, **p < 0.025, ***p < 0.005. **a**–**c** Average values with SDs (*n* = 3) are indicated. *Tuba1a* was used as a negative control. The values for the siControl-treated cells were normalized to 1.0

We next investigated whether similar knockdown effects would be observed in steroidogenic Leydig cells prepared from mouse testes. When these cells were cultured in the absence of cAMP, transcriptome analysis and qRT-PCR revealed that cholesterogenic genes were not collectively down-regulated by *Ad4BP/SF-1* knockdown (Supplementary Fig. 3a and b). However, when the expression of these genes was activated by cAMP, they were mostly down-regulated by the knockdown (Supplementary Fig. 3a and b). Together, these findings suggest that Ad4BP/SF-1 is implicated in transcriptional regulation of nearly all cholesterogenic genes in adrenocortical Y-1 and cAMP-stimulated testicular Leydig cells.

SREBP-2, encoded by *Srebf2*, is a key regulator of cholesterogenic gene transcription^11^. Because a chromatin immunoprecipitation-sequencing (ChIP-seq) data set for SREBP-2 obtained from hepatocyte was available^14^, we investigated whether SREBP-2 ChIP peaks are present in cholesterogenic genes. Indeed, SREBP-2 ChIP peaks were detected in all cholesterogenic genes (Supplementary Fig. 4). Furthermore, *Srebf2* was down-regulated by *Ad4BP/SF-1* knockdown (Fig. 1b, Supplementary Fig. 5a and b). Cholesterogenic genes are up-regulated by SREBP-2 activated in response to a lowered intracellular cholesterol level^10–12^. Thus, we expected that the decreased expression of *Srebf2* leads to a reduction in active SREBP-2 protein, irrespective of intracellular cholesterol contents, and as a consequence, cholesterogenic genes are down-regulated. Indeed, *Srebf2* knockdown (Supplementary Fig. 5c) resulted in down-regulation of many (17 out of 20) cholesterogenic genes in Y-1 cells (Fig. 1c, Supplementary Fig. 5d). These results raise the possibility that Ad4BP/SF-1 controls cholesterogenic genes indirectly by regulating *Srebf2* transcription.

### Direct regulation of cholesterogenic genes by Ad4BP/SF-1

In addition to the indirect regulation described above, it still remains the possibility that Ad4BP/SF-1 directly regulates cholesterogenic genes. To explore this possibility, we examined previously published ChIP-seq data sets obtained from Y-1 cells^9^ to ask whether Ad4BP/SF-1 binds directly to cholesterogenic genes. In addition, we obtained new Ad4BP/SF-1 ChIP-seq data sets from cAMP-treated or cAMP-untreated Leydig cells. 

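Leydig cells are the androgen-producing cells of the testis. They were isolated from the testes of 10 male ICR mice that were 9 weeks old, and 20000000 cells were used for each immunoprecipitation with the antibody against Ad4BP/SF-1. The authors deposited 1 list of peaks for vehicle-treated cells and 1 for cAMP-treated cells, each called from 1 library, so no difference between the conditions could be set against replicate error. The methods give 200 to 500 bp for the DNA fragments taken into the libraries, whereas the sample records give 300 to 700 bp. The authors mapped the reads to mm10, kept reads with a single position and called the peaks with MACS. Each peak carries the authors' MACS score, which is 10 times the negative log10 of its p-value. The vehicle list held 5721 peaks with a median width of 513 bp and a median score of 72.4. The cAMP list held 4025 peaks with a median width of 476 bp and a median score of 67.9. The lists give no read numbers, so the depth of each library is unknown, and because the score rises with depth, equal scores in the lists need not stand for equal enrichment. The number of peaks also depends on depth. With only peaks that score at least 100, the lists held 1521 and 927 peaks. A total of 2167 vehicle peaks, or 37.9% (95% exact Clopper-Pearson interval 36.6% to 39.1%), shared at least 1 bp with a cAMP peak. When the cAMP peaks were placed at random on their chromosomes 1000 times, a mean of 0.178% of the vehicle peaks was overlapped, and at most 0.350%. From the cAMP list, 53.8% (52.3% to 55.4%) of the peaks overlapped a vehicle peak. Taking the 4025 top-scoring peaks of each list moved the vehicle share most, to 46.5%, and keeping only peaks that score at least 100 moved the cAMP share most, to 63.3%. The intervals cover counting error only. A region without a peak was not called in that library, which does not show that it was unbound.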

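Peaks were assigned to the 20 cholesterogenic genes of the paper when they overlapped the GENCODE gene body or the 10 kb on either side of it, because the paper's text does not state its own rule. By this rule, 6 of the 20 genes had a peak in the vehicle list and 6 in the cAMP list, so that 5 genes had one in both lists and 7 in either list. *Fdps*, *Fdft1*, *Msmo1*, and *Sc5d* were among the genes with a peak in both. The counts depended on the window. With the gene body alone, 3 genes had a peak in each list, and with 50 kb on either side, 8 genes did. The count in both lists moved most with only peaks that score at least 100, to 1 gene. The counts were set beside 10000 random sets of 20 protein-coding genes with the same gene lengths, as a description of these libraries. A count as high was reached by 13.1% of the random sets for the vehicle list and by 2.70% for the cAMP list, and by 11.1% for either list. In percentage points these shares moved most with 50 kb on either side, to 51% for the vehicle list, 19.3% for the cAMP list and 37.7% for either list. Stricter scores lowered them. With peaks that score at least 75, a score chosen after seeing the data, they were 4.06%, 0.57% and 2.11%, and with at least 100 they were 11.7%, 0.49% and 0.23%. At *Msmo1*, both lists held a peak at the 3′ end of the gene on chromosome 8 of mm10, from 64717591 to 64718229 in the vehicle list and from 64717599 to 64718248 in the cAMP list, where the sequence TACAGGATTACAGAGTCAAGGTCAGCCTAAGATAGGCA surrounds a TCAAGGTC. The cAMP list held another *Msmo1* peak, from 64735136 to 64735571, 1.56 kb upstream of the transcription start site (TSS). At *Sc5d* on chromosome 9, both lists held peaks 6.19 or 6.10 kb and 9.84 or 9.87 kb upstream of the TSS. At *Dhcr7* on chromosome 7, the vehicle list alone held peaks from 143822852 to 143823211, across the TSS, and from 143833423 to 143834740, in intron 2. The second of these scored above 95.8% of the vehicle peaks. The *Mvd* peak, in intron 7 on chromosome 8 from 122436432 to 122437086, was in the cAMP list alone and scored above 45.0% of its peaks. It also lies within an annotated gene, *Gm20388*, that overlaps *Mvd*. No peak of either list lay within 50 kb of *Mvk*.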

We found that Ad4BP/SF-1 bound to many cholesterogenic genes (11 out of 20 in Y-1, and 12 out of 20 in cAMP-treated and cAMP-untreated Leydig cells) (Fig. 2a, Supplementary Fig. 4, Supplementary Table 1). Accumulation of Ad4BP/SF-1 was confirmed by chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR) (Fig. 2b). As expected, all ChIP-peak regions contained single or multiple consensus binding sequences of Ad4BP/SF-1, and at least one binding sequence was conserved in the corresponding regions of the human genes (Supplementary Table 1). 

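The paper's text does not spell the consensus out, so YCAAGGYC, in which Y is C or T, was searched for on both strands of each peak. It was present in 4599 of the 5721 vehicle peaks, or 80.4% (95% exact interval 79.3% to 81.4%), and in 3103 of the 4025 cAMP peaks, or 77.1% (75.8% to 78.4%). Random regions of the same chromosomes and widths held it in 9.16% and 8.73% of cases, and random regions also matched on GC content in 11.7% and 10.9%. Of the vehicle peaks, 1188 held more than 1 copy, and of the cAMP peaks 781. The median distance of a copy from the centre of its peak was 45 bp in the vehicle list. Searching only the central 200 bp of each peak moved the vehicle share most, to 73.0%, while keeping only cAMP peaks that score at least 100 moved the cAMP share most, to 92.0%. Within 10 kb of the 20 cholesterogenic genes, 8 of the 9 vehicle peaks and 7 of the 9 cAMP peaks held the sequence. The *Sc5d* peak nearer to the gene held none in either list. The *Mvd* peak held none either, but held the shorter CAAGGYC. Human sequences were not analysed here. From its ChIP-seq of Y-1 and Leydig cells, the paper states that Ad4BP/SF-1 binds many of the cholesterogenic genes. For its question of direct regulation it also draws on ChIP-qPCR and reporter assays.

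**Figure D1:**
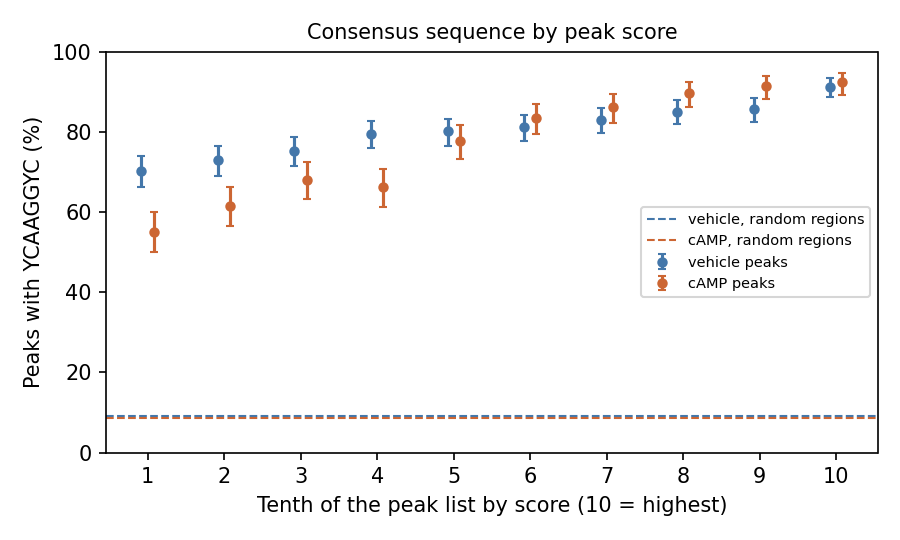
Share of peaks with YCAAGGYC on the y axis, in percent, in 10 groups of nearly equal size ranked by peak score on the x axis, for vehicle and cAMP peaks of Leydig cells, with 95% exact intervals and, as dashed lines, the means of random regions. The share is 70.2% of vehicle peaks and 55.1% of cAMP peaks in the lowest-scoring group, and 91.3% and 92.3% in the highest-scoring group.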

We next investigated whether the ChIP-peak regions are associated with transcriptional activity, using luciferase reporter genes containing the ChIP-peak regions and promoters of *Fdps*, *Fdft1*, *Msmo1*, and *Dhcr24*. These regions exhibited transcriptional activity in Y-1 cells, and their activity was suppressed by *Ad4BP/SF-1* knockdown (Fig. 2c). Consistent with this, the reporter genes were activated in non-steroidogenic HeLa cells by ectopically expressed Ad4BP/SF-1 in a dose-dependent manner, suggesting that a number of cholesterogenic genes are directly regulated by Ad4BP/SF-1 (Fig. 2d).

**Fig. 2:**
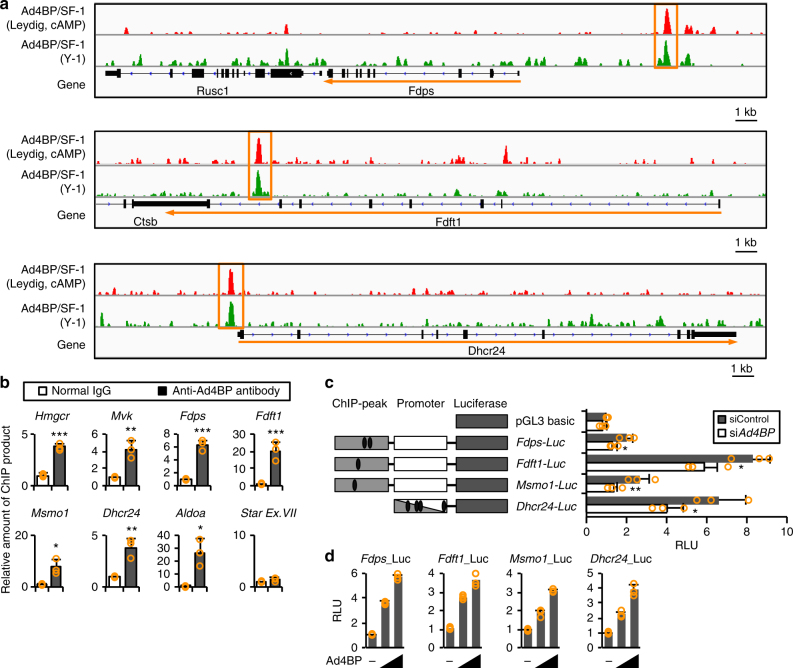
Regulation of cholesterogenic genes by Ad4BP/SF-1. **a** Ad4BP/SF-1 ChIP peaks in Y-1 and cAMP-treated Leydig cells are shown for the indicated cholesterogenic genes (*Fdps*, *Fdft1*, and *Dhcr24*). The ChIP peaks are enclosed by orange squares. Peaks for other cholesterogenic genes are shown in Supplementary Fig. 4. **b** Accumulation of Ad4BP/SF-1 on cholesterogenic genes was confirmed by ChIP-qPCR. *Star* Ex.VII was used as a negative control. *p < 0.05, **p < 0.01, and ***p < 0.005. *n* = 3. **c** Luciferase reporter gene constructs, *Fdps*-Luc, *Fdft1*-Luc, *Msmo1*-Luc, and *Dhcr24*-Luc, are shown (left). Gray squares represent genome fragments where accumulation of Ad4BP/SF-1 was observed by the ChIP-seq. White squares represent genome fragments corresponding to promoters of the genes. For *Dhcr24*, accumulation of Ad4BP/SF-1 was detected in the promoter region. Ovals represent potential Ad4BP/SF-1-binding sites. The reporters were transfected into Y-1 cells with si*Ad4BP/SF-1* or siControl. Average RLU (relative luciferase unit) values and SDs of the luciferase activities are indicated. The average value for pGL3 basic in the siControl-treated cells was normalized to 1.0. *p < 0.05 and **p < 0.01. *n* = 3. **d** The reporters were transfected into HeLa cells with increasing amounts of the expression vector for Ad4BP/SF-1. Average values for pGL3 basic in the absence of the Ad4BP/SF-1 expression vector were normalized to 1.0

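In the list from cAMP-treated Leydig cells, the *Fdps* peak lies on chromosome 3 of mm10 from 89108151 to 89108512, outside any protein-coding gene, with its centre 6.37 kb upstream of the TSS. It scored 110.65, above 82.0% of the cAMP peaks. It contains 1 consensus sequence, TCAAGGTC from 89108346 to 89108353 on the minus strand, in the context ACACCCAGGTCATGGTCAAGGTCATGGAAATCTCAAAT. The vehicle list holds an overlapping peak from 89108029 to 89108578, which contains the same copy. *Fdft1* has peaks in introns 9 and 3 of its principal GENCODE transcript on chromosome 14. The intron 9 peak, from 63149564 to 63150155 in the cAMP list, is centred 27.9 kb downstream of the nearest TSS and scored above 77.9% of that list. It contains 2 copies of TCAAGGTC, which start at 63149810 and 63149873, in the contexts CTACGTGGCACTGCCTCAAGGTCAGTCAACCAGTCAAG and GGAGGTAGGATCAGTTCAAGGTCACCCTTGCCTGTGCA. The intron 3 peak, from 63164670 to 63165127, contains CCAAGGTC and CCAAGGCC. Both *Fdft1* peaks overlap a peak of the vehicle list. Y-1 cells were not analysed here.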

### Cooperative regulation by Ad4BP/SF-1 and SREBP-2

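The centres of the 9 vehicle peaks within 10 kb of cholesterogenic genes lay at a median of 6345 bp from the nearest TSS of their gene, and 7 of the 9 lay more than 1 kb away. In the cAMP list the median was 6663 bp, and 8 of the 9 peaks lay more than 1 kb away. Measured from the outermost 5′ end of each gene, the median was 9841 bp in the vehicle list. Over all peaks, 10.7% of vehicle peaks (95% exact interval 9.94% to 11.6%) and 8.70% of cAMP peaks (7.84% to 9.61%) were centred within 1 kb of a protein-coding TSS. These shares were above the 2.63% and 2.73% of random regions of the same chromosomes and widths. Their size depended on the distance allowed, and within 5 kb they were 27.1% and 24.9%. SREBP-2 peaks were not analysed here.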

The locations of the ChIP peaks of SREBP-2 and Ad4BP/SF-1 exhibited distinct features: the former accumulated near the transcription initiation sites (putative promoter regions) of all cholesterogenic genes (Supplementary Fig. 4), whereas the latter tended to accumulate far from the promoters. Hence, we investigated the functional correlation between Ad4BP/SF-1 and SREBP-2. Similar to Ad4BP/SF-1, SREBP-2 alone activated the reporter gene transcription (Fig. 3a). Moreover, these two factors cooperatively activated the reporter genes (Fig. 3a). In regard to the mechanism underlying the cooperative action of Ad4BP/SF-1 and SREBP-2, we hypothesized that the two transcription factors physically interact. When purified FLAG-tagged SREBP-2 was incubated with Y-1 cell nuclear extract, and the mixture was subjected to immunoprecipitation with an anti-FLAG antibody, the immunoprecipitates contained Ad4BP/SF-1 (Fig. 3b). Moreover, direct protein–protein interaction was confirmed by an in vitro binding experiment using purified FLAG-Ad4BP/SF-1 and HA-SREBP-2 (Fig. 3c). Together, these findings indicate that Ad4BP/SF-1 regulates nearly all cholesterogenic genes in two ways: direct regulation in cooperation with SREBP-2, and indirect regulation through transcriptional induction of the *Srebf2* gene (Fig. 3d).

**Fig. 3:**
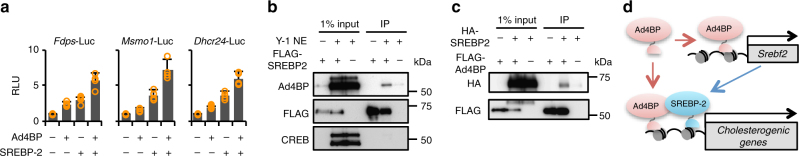
Cooperative activation of cholesterogenic genes by Ad4BP/SF-1 and SREBP-2 possibly through mutual interaction. **a** Luciferase reporter gene constructs, *Fdps*-Luc, *Msmo1*-Luc, and *Dhcr24*-Luc, were transfected into Y-1 cells with expression vectors for Ad4BP/SF-1 and SREBP-2. Average values and SDs of the luciferase activities are indicated. Average values in the absence of the expression vectors were normalized to 1.0. *n* = 4. **b** Purified FLAG-SREBP-2 protein was mixed with nuclear extracts prepared from Y-1 cells, and then proteins interacting with SREBP-2 were immunoprecipitated with anti-FLAG antibody. The immunoprecipitates were subjected to western blotting using antibodies for Ad4BP/SF-1, FLAG, and CREB. CREB was used as a negative control. Full blot images are shown in Supplementary Fig. 10. NE nuclear extract. **c** Purified HA-SREBP-2 and FLAG-Ad4BP/SF-1 were mixed, and then immunoprecipitated with anti-FLAG antibody. The immunoprecipitate was subjected to western blotting with anti-HA antibody to examine whether HA-SREBP-2 was co-immunoprecipitated. **d** A model of cholesterogenic genes regulation is illustrated. Ad4BP/SF-1 possibly regulates the cholesterogenic genes by two ways. Ad4BP/SF-1 directly binds to cholesterogenic genes and then regulates the genes possibly in cooperation with SREBP-2. Besides, Ad4BP/SF-1 indirectly regulates cholesterogenic genes through *Srebf2* gene regulation

### Cholesterogenesis reduced by *Ad4BP/SF-1* knockdown

These observations raised the possibility that *Ad4BP/SF-1* knockdown decreases cholesterogenic activity. To measure activity, we cultured Y-1 cells in medium containing ^14^C-acetate, and then determined the amount of de novo synthesized ^14^C-cholesterol. As expected, the amount of ^14^C-cholesterol was decreased to 66% of control levels in *Ad4BP/SF-1* knockdown cells (Fig. 4a). Consistent with this, the amount of cellular cholesterol was mildly (~15%) decreased by *Ad4BP/SF-1* knockdown (Fig. 4b). The levels of the intermediate products lanosterol, desmosterol, and 7-dehydrocholesterol were decreased by the knockdown, whereas the level of lathosterol was unaffected. The level of cholesteryl-arachidonate, the major cholesteryl ester in the adrenal cortex^15^, also decreased, whereas the level of cholesteryl-myristate was not changed. Together, these findings indicate that *Ad4BP/SF-1* knockdown reduced cholesterol synthesis through the expression of cholesterogenic genes.

**Fig. 4:**
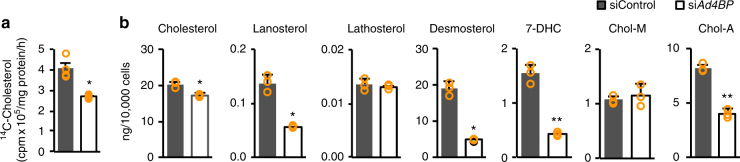
Cholesterogenesis affected by *Ad4BP/SF-1* knockdown. **a** The activity of de novo cholesterogenesis was determined by quantification of ^14^C-cholesterol synthesized from ^14^C-acetate. The amounts of ^14^C-cholesterol in *Ad4BP/SF-1* knockdown and control Y-1 cells are shown. Average values and SDs are indicated. *p < 0.01. *n* = 4. **b** The amounts of cholesterol, intermediate products (lanosterol, lathosterol, desmosterol, and 7-DHC), and esterified cholesterols (Chol-M and Chol-A) were determined in *Ad4BP/SF-1* knockdown and control Y-1 cells. Average values and SDs are indicated. *p < 0.05, **p < 0.01. *n* = 3. 7-DHC 7-dehydrocholesterol, Chol-M cholesteryl myristate, Chol-A cholesteryl arachidonate. Average values and SDs are indicated

### Cholesterogenesis and steroidogenesis bridged by Ad4BP/SF-1

If the glycolytic and steroidogenic pathways are connected via the cholesterogenic pathway, Ad4BP/SF-1 may govern multiple metabolic pathways from glycolysis to steroidogenesis. To test this hypothesis, two gaps between the metabolic pathways remained to be bridged.

The first of these gaps is between cholesterogenesis and steroidogenesis. In steroidogenic cells, cholesterol is supplied via de novo cholesterogenesis and receptor-mediated endocytosis of low-density and high-density lipoproteins^13,16–18^. *Ldlr* and *Scarb1* encode the receptors responsible for the endocytosis of low-density and high-density lipoproteins, respectively. Similar to the cholesterogenic genes, mRNA-seq studies showed that the expression of these receptor genes was decreased by *Ad4BP/SF-1* knockdown, whereas that of genes related to excretion of cholesterol (*Abca1* and *Abcg1*)^19,20^ was not altered (Supplementary Fig. 6a). The endocytosed lipoproteins are hydrolyzed in lysosomes, and then cholesterol is transported to endoplasmic reticula^21^, where the final reaction of cholesterogenesis takes place. Because CYP11A1, which catalyzes the initial reaction of steroidogenesis, is localized in the mitochondrial inner membrane^22^, cholesterol must be transported from endoplasmic reticula to the mitochondrial inner membrane. This transport consists of two steps: first from endoplasmic reticula to mitochondrial outer membrane, and the second from the outer membrane to inner membrane^22^. The STAR protein mediates the transport of cholesterol from mitochondrial outer membrane to inner membrane, and the encoding gene is regulated by Ad4BP/SF-1^23^.

Importantly, HUMMR (hypoxia up-regulated mitochondrial movement regulator, also called MGARP or OSAP) was identified recently as a plausible candidate for the mediator of cholesterol transport from endoplasmic reticula to mitochondrial outer membrane^24^. Therefore, we investigated whether Ad4BP/SF-1 regulates the *Hummr* gene. qRT-PCR and mRNA-seq revealed that *Hummr* expression was decreased by *Ad4BP/SF-1* knockdown in both Y-1 and Leydig cells, irrespective of cAMP treatment (Fig. 5a, Supplementary Fig. 6b, c). Furthermore, ChIP-seq revealed a clear Ad4BP/SF-1 peak at the *Hummr* locus in both Y-1 and Leydig cells (Fig. 5b). 

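*Hummr*, annotated as *Mgarp*, lies on the minus strand of chromosome 3 of mm10 from 51388412 to 51396738. In cAMP-treated Leydig cells a peak was called from 51391576 to 51391937, in intron 2, centred 4.77 kb downstream of the TSS. It scored 147.76, above 91.1% of the cAMP peaks. It contains 1 consensus sequence, TCAAGGCC from 51391749 to 51391756 on the minus strand, in the context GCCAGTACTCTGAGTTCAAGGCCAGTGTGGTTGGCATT. The list from vehicle-treated Leydig cells holds no peak that overlaps it. The nearest vehicle peak, from 51386946 to 51387355 beyond the 3′ end of the gene, is 4220 bp away, and another from 51397847 to 51398452 is centred 1.41 kb upstream of the TSS. Of the 1858 cAMP peaks without an overlapping vehicle peak, the *Hummr* peak ranked 19 by score. The lists hold called peaks and not the read density between them.

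**Figure D2:**
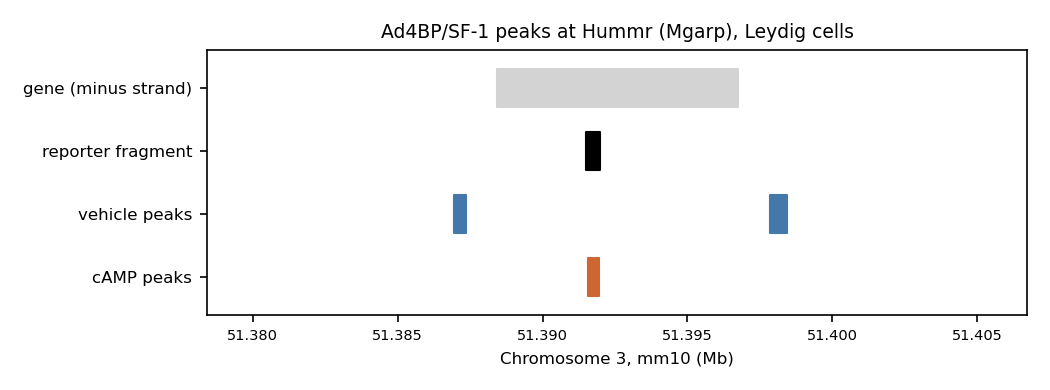
Positions on chromosome 3 of mm10, in Mb on the x axis, of *Hummr*, of the fragment used in its reporter gene and of the Ad4BP/SF-1 peaks called in vehicle-treated and cAMP-treated Leydig cells. The fragment overlaps the cAMP peak and no vehicle peak.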

The accumulation of Ad4BP/SF-1 on the *Hummr* locus was confirmed by ChIP-qPCR (Fig. 5c). In addition, activity of a luciferase reporter gene carrying the ChIP-peak and promoter region of *Hummr* was suppressed by *Ad4BP/SF-1* knockdown (Fig. 5d, Supplementary Fig. 6d) and activated by ectopically expressed Ad4BP/SF-1 in a dose-dependent manner (Fig. 5e), indicating that the *Hummr* gene is regulated by Ad4BP/SF-1 via the ChIP-peak region.

**Fig. 5:**
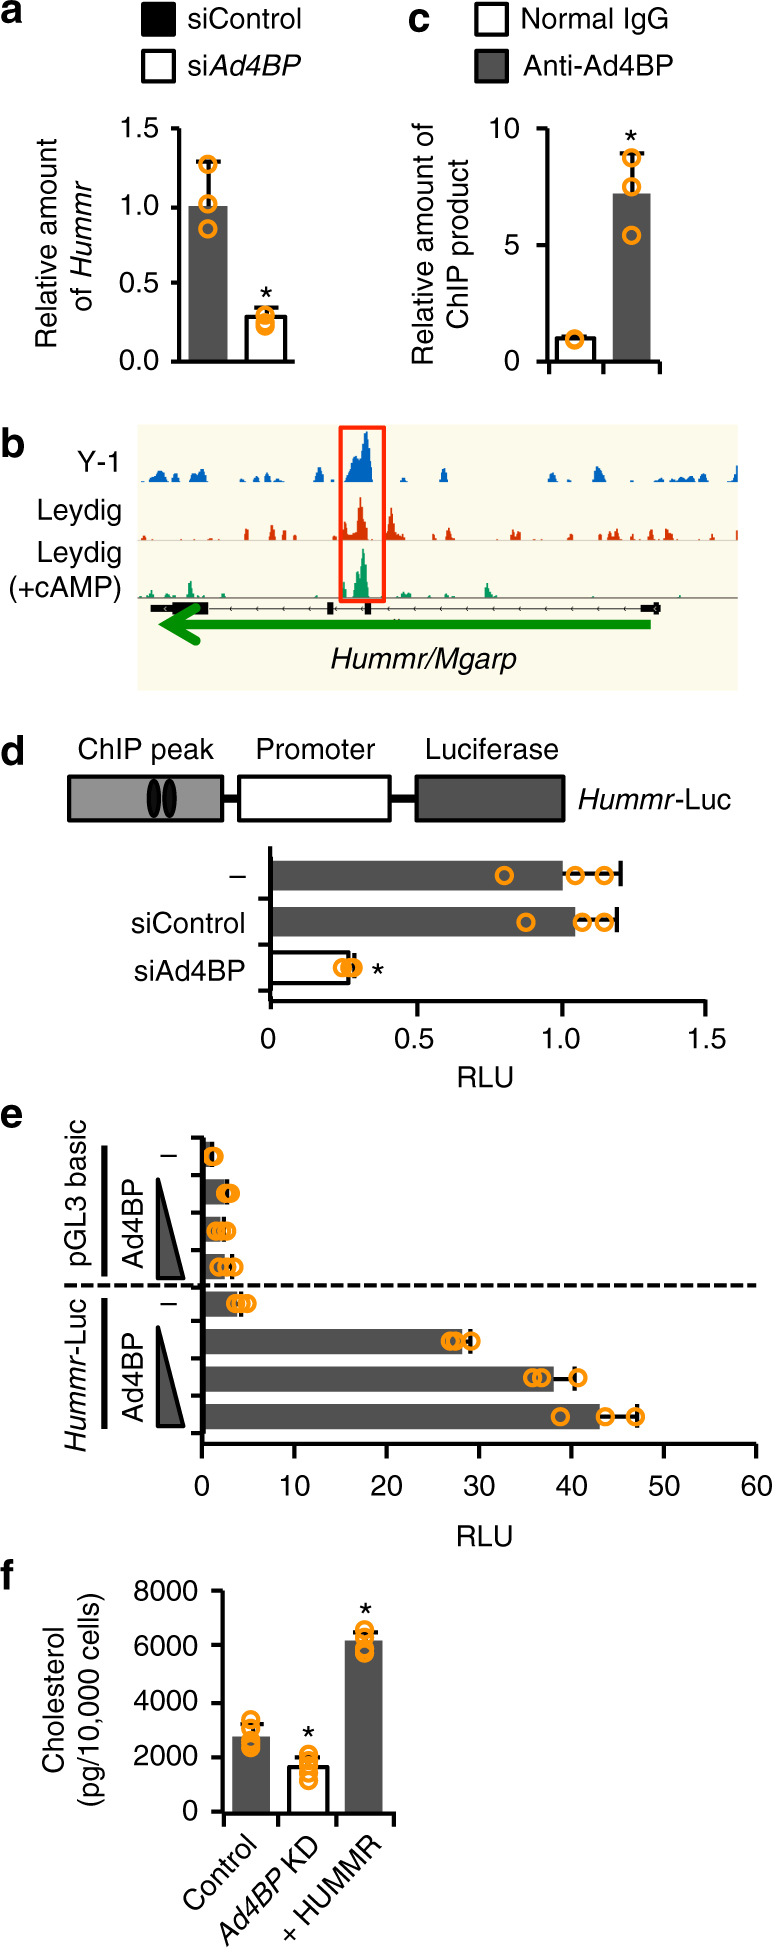
Regulation of *Hummr* by Ad4BP/SF-1. **a** The expression of *Hummr* in *Ad4BP/SF-1* knockdown or control Y-1 cells was examined by qRT-PCR. *p < 0.05. *n* = 3. **b** Ad4BP/SF-1 ChIP peaks at the *Hummr* gene in Y-1 and Leydig cells in the presence or absence of cAMP are shown. The ChIP peaks are enclosed by a red square. **c** Accumulation of Ad4BP/SF-1 to the ChIP peak of *Hummr* gene was confirmed by ChIP-qPCR. *p < 0.05. *n* = 3. **a**, **c** Average values and SDs are shown. The average value of the control was normalized to 1.0. **d** A luciferase reporter gene, *Hummr*-Luc, was constructed with the genome fragments where Ad4BP/SF-1 was accumulated (gray square) and the promoter of *Hummr* gene (white square). Ovals represent potential Ad4BP/SF-1-binding sites. The reporter was transfected into Y-1 cells with si*Ad4BP/SF-1* or siControl. Average values and SDs of the luciferase activities are indicated. The average value in the absence of siRNA was normalized to 1.0. *p < 0.05. *n* = 3. **e** Effects of Ad4BP/SF-1 overexpression on *Hummr*-Luc was examined. The reporter was transfected into HeLa cells with increasing amounts of the expression vector for Ad4BP/SF-1. Average values and SDs of luciferase activities are indicated. The average value for pGL3 basic in the absence of the expression vector was normalized to 1.0. *n* = 3. **f** Levels of mitochondrial cholesterol in control, *Ad4BP/SF-1* knockdown, and *Hummr*-overexpressing *Ad4BP/SF-1* knockdown Y-1 cells. Average values and SDs are shown. *p < 0.05. *n* = 5

Given that Ad4BP/SF-1 regulates *Hummr* gene, *Ad4BP/SF-1* knockdown should reduce the amount of mitochondrial cholesterol. Accordingly, we determined the amount of mitochondrial cholesterol in knockdown Y-1 cells, and found that it was indeed reduced to approximately 60% of control levels in the knockdown cells (Fig. 5f). Furthermore, overexpression of HUMMR in *Ad4BP/SF-1* knockdown cells markedly increased mitochondrial cholesterol (Fig. 5f), suggesting that the decrease was primarily due to reduced expression of *Hummr*. These results suggest that Ad4BP/SF-1 bridges the gap between the cholesterogenic and steroidogenic pathways by regulating *Hummr*, which has been implicated in cholesterol trafficking from endoplasmic reticula to mitochondria.

### Glycolysis and cholesterogenesis bridged by Ad4BP/SF-1

Next, we examined the involvement of Ad4BP/SF-1 in the regulation of the genes bridging the second gap between glycolysis and cholesterogenesis. The end product of glycolysis, pyruvate, is converted to cytosolic acetyl-CoA, which is a starting material for cholesterogenesis. At least nine genes encoding enzymes or transporters are involved in this conversion (Supplementary Fig. 7a). According to the transcriptome data, the expression of most, if not all, of these genes was affected by *Ad4BP/SF-1* knockdown, suggesting that many of them are the potential targets of Ad4BP/SF-1 (Supplementary Fig. 7b). Among them, ACLY (ATP citrate lyase) has been established as a key enzyme for the synthesis of cytosolic acetyl-CoA^25^, and its expression is regulated by SREBP-2^26^. Hence, we investigated *Acly* as a potential target of Ad4BP/SF-1 in steroidogenic cells. 

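In Leydig cells, peaks at *Acly*, which lies on the minus strand of chromosome 11 of mm10 from 100476353 to 100528000, were called only in the list from cAMP-treated cells. The higher-scoring of these, from 100513612 to 100514204 in intron 10, scored 256.91, above 98.2% of the cAMP peaks, and ranked 2 among the cAMP peaks that overlap no vehicle peak. It contains CCAAGGTC, starting at 100513885, and TCAAGGCC, starting at 100513898, which lie together in the sequence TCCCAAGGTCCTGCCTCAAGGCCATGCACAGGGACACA. The other peak, from 100523716 to 100524209 in intron 1, scored 53.57, above 15.1% of the list. The nearest vehicle peak ends 84443 bp from the intron 10 peak and 47185 bp outside the gene. Whether this difference exceeds the variation between libraries cannot be tested with 1 library per condition.

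**Figure D3:**
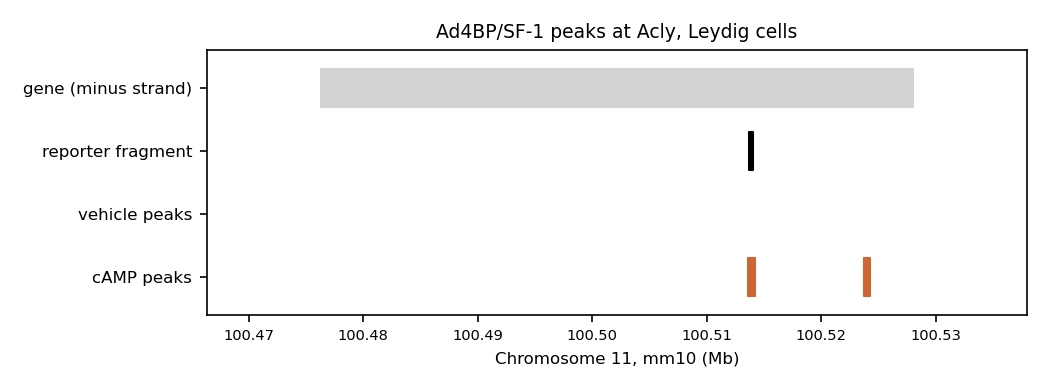
Positions on chromosome 11 of mm10, in Mb on the x axis, of *Acly*, of the fragment used in its reporter gene and of the Ad4BP/SF-1 peaks called in Leydig cells. No vehicle peak lies in this region, and the fragment lies within the intron 10 peak of cAMP-treated cells.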

The ChIP-seq data demonstrated that Ad4BP/SF-1 accumulated in the *Acly* locus (Supplementary Fig. 8a), which was confirmed by ChIP-qPCR (Supplementary Fig. 8b). Consistent with this, *Acly* expression was decreased by *Ad4BP/SF-1* knockdown (Supplementary Fig. 8c). We then examined the transcription activity of the peak region using reporter gene assays. Reporter gene activity was suppressed by *Ad4BP/SF-1* knockdown (Supplementary Fig. 8d), and activated by overexpression of Ad4BP/SF-1 in a dose-dependent manner (Supplementary Fig. 8e). Together, these results suggest that *Acly* is a target gene of Ad4BP/SF-1. Given that ACLY is crucial for producing cytosolic acetyl-CoA, these results suggest that Ad4BP/SF-1 bridges the second gap from glycolysis to cholesterogenesis.

## Discussion

Cell-specific transcription factors have been studied in regard to their cell-specific functions, and thought to be specialized to regulate cell-specific genes. However, we previously reported that Ad4BP/SF-1 regulates housekeeping glycolytic genes, as well as cell-specific steroidogenic genes^9^. At that time, we could not explain why a tissue-specific transcription factor would be involved in housekeeping metabolic regulation. However, the results of this study suggest a novel mechanism by which this tissue-specific transcription factor integrates three distinct metabolic pathways—glycolysis, cholesterogenesis, and steroidogenesis—into a combined regulatory unit (Supplementary Fig. 1). ERRα (NR3B1) regulates genes involved in housekeeping energy metabolism, including glycolysis, the tricarboxylic acid (TCA) cycle, and oxidative phosphorylation^27–29^, whereas NRF2 regulates genes involved in the pentose phosphate pathway^30^. Considering their preferential expression in certain types of cells, these factors might also link housekeeping and cell-specific metabolism.

Given that Ad4BP/SF-1 is the predominant regulator of cholesterogenic genes in steroidogenic cells, we expected that expression of *Ad4BP/SF-1* and cholesterogenic genes would be synchronized under specific physiological conditions. We recently reported that during the differentiation of mouse fetal Leydig cells from their progenitors, the expression of *Ad4BP/SF-1* increases^31^. At the same time, the genes involved in glycolysis, the TCA cycle, oxidative phosphorylation, and steroidogenesis are activated^31^. Therefore, we investigated whether the genes newly identified as Ad4BP/SF-1 targets in this study are activated during differentiation. Similar to the metabolic genes above, the mRNA-seq data revealed that all cholesterogenic genes, as well as *Hummr* and *Acly*, were markedly up-regulated (Supplementary Fig. 9a). The up-regulation of cholesterogenic genes was confirmed by qRT-PCR (Supplementary Fig. 9b). Interestingly, *Srebf2* expression was only slightly increased, by less than 2-fold, whereas expression of cholesterogenic genes was increased by 2- to 22-fold (Supplementary Fig. 9a and b). Ad4BP/SF-1 itself was increased by 17-fold, suggesting that the elevated expression of cholesterogenic genes during differentiation of fetal Leydig cells is at least in part due to increased expression of Ad4BP/SF-1.

Although the liver is the principal organ involved in de novo synthesis of cholesterol from acetyl-CoA, most cell types, including adrenal cortex and testicular steroidogenic cells, have the ability to synthesize cholesterol^32,33^. The whole cholesterogenic pathway consists of multiple reactions executed by 20 enzymes. All genes encoding these enzymes have been regulated by SREBP-2^11^. Our investigation of the ChIP-seq data reported by Seo et al.^14^ revealed the accumulation of SREBP-2 near the transcription initiation sites (putative promoter regions) of all cholesterogenic genes, arguing in favor of the orchestrated regulation of all cholesterogenic genes by SREBP-2.

Our study implicates Ad4BP/SF-1, originally identified as the principal transcriptional regulator of steroidogenic genes, in control of cholesterogenic gene expression via regulation of *Srebf2* (encoding SREBP-2) and/or direct binding to the cholesterogenic genes themselves. Together, unlike hepatocytes, in which Ad4BP/SF-1 is not expressed, in steroidogenic cells cholesterogenic genes are regulated both by Ad4BP/SF-1 and SREBP-2. Because the demand for cholesterol is augmented in steroidogenic cells upon stimulation by pituitary hormones^4^, these cells may be uniquely equipped to meet this demand. Indeed, it was reported that *Scarb1*, which encodes high-density lipoprotein (HDL) receptor responsible for cholesterol incorporation, is directly regulated by Ad4BP/SF-1^18^. Our mRNA-seq result also suggested that low-density lipoprotein as well as HDL receptor genes, but not the genes required for cholesterol excretion (*Abca1* and *Abcg1*), are regulated by Ad4BP/SF-1. Taken together, by participating in the regulation of cholesterogenesis and perhaps cholesterol incorporation, Ad4BP/SF-1 provides an efficient mechanism for meeting the particular demand of cholesterol in the steroidogenic cells.

Steroidogenic cells do not store large amounts of steroids. Therefore, to secrete steroids upon stimulation, they must rapidly synthesize steroids by coordinating multiple routes that supply the materials for synthesis. Steroidogenic reactions consume NADPH, which is synthesized by multiple enzymes. Among them, malic enzyme and methylenetetrahydrofolate dehydrogenase make a significant contribution to NADPH synthesis^34,35^. Our recent study demonstrated that the genes encoding the enzymes mentioned above are direct target genes of Ad4BP/SF-1^36^. In addition, our previous study implicated Ad4BP/SF-1 in glycolytic gene regulation^9^. Glycolysis produces ATP, which is required for cholesterogenesis and for synthesis of cytosolic acetyl-CoA, mediated by ATP citrate lyase. Therefore, it is likely that glycolysis and cholesterogenesis are coupled by Ad4BP/SF-1 to balance the supply and the demand for ATP. Steroidogenesis is the most critical and specific function of steroidogenic cells. Together with our previously published results, the findings of this study suggest that Ad4BP/SF-1 orchestrates distinct metabolic pathways to supply the building blocks for steroidogenesis so that steroidogenic cells can accomplish their particular function (Supplementary Fig. 1).

In light of the possibility that Ad4BP/SF-1 might regulate glycolysis, cholesterogenesis, and steroidogenesis, as a unit, we noticed two gaps between these metabolic pathways. The first gap is between cholesterol trafficking from the endoplasmic reticula, where cholesterogenesis terminates, to the mitochondria, where steroidogenesis starts. Although not all components of the machinery have been identified, a recent study found that a principal component, HUMMR (also referred to as MGARP or OSAP), is critical for cholesterol transfer to the mitochondrial outer membrane^24^. Here, we showed that *Hummr* is regulated by Ad4BP/SF-1, suggesting that Ad4BP/SF-1 bridges the gap between cholesterogenesis and steroidogenesis.

As for the second gap, between glycolysis and cholesterogenesis, we identified *Acly* as a target gene of Ad4BP/SF-1. Acetyl-CoA synthesized by ACLY can be used for lipogenesis, as well as cholesterogenesis. Therefore, *Acly* may act downstream of both lipogenic and cholesterogenic regulation. Indeed, SREBP-1a and SREBP-2, which predominantly regulate the genes responsible for lipogenesis and cholesterogenesis, respectively, regulate *Acly* by binding to an SREBP-binding sequence in the promoter^26^. Therefore, Ad4BP/SF-1 and SREBP-2 together could bridge the gap between glycolysis and cholesterogenesis.

To our knowledge, our study provides the first example, where a single transcription factor can orchestrate housekeeping and cell-specific metabolism, enabling cells to effectively perform their particular functions.

## Methods

### Cell culture

Y-1 cells derived from a mouse adrenocortical tumor were grown in Dulbecco’s modified Eagle's medium (DMEM) (Wako, Tokyo, Japan) supplemented with 10% fetal bovine serum (FBS) and 1× penicillin-streptomycin (Invitrogen, Carlsbad, CA, USA) on collagen type I coated dishes (Iwaki, Tokyo, Japan). Mouse testicular Leydig cells were cultured in DMEM supplemented with 10% FBS and 1× penicillin–streptomycin on collagen type I coated dishes. HeLa cells derived from human cervical adenocarcinoma were grown in DMEM supplemented with 10% FBS and 1× penicillin–streptomycin.

### Isolation of Leydig cells

Leydig cells were isolated from mouse testes by Percoll density gradient centrifugation as previously described^37^. Briefly, testes harvested from ten 9-week-old male ICR mice were decapsulated and incubated for 10 min at 34 °C with gentle stirring with DMEM supplemented with 0.1% bovine serum albumin (BSA) (Roche, Basel, Swiss), 100 U/ml penicillin, 100 μg/ul streptomycin, 0.025% soybean trypsin inhibitor (Sigma-Aldrich, St. Louis, MO, USA), and 0.5 mg/ml collagenase (Invitrogen), followed by filtration through a 70-μm cell strainer (BD Bioscience, Franklin Lakes, NJ, USA). The testicular cells were centrifuged in a discontinuous density gradient of Percoll (20, 30, 50, and 60%, GE Healthcare, Little Chalfont, UK) at 25,000 × *g* for 45 min at 4 °C. Leydig cells forming a thick band between the 30 and 50% layers were recovered and seeded onto collagen type I coated dishes. Unattached cells, such as germ line cells, were washed out with phosphate-buffered saline (PBS) 4 h after seeding.

### Knockdown of* Ad4BP/SF-1* and *Srebf2*

For knockdown of *Ad4BP/SF-1*, we used two distinct small interfering RNAs (siRNAs) to exclude a possible off-target effect. Y-1 cells were transfected for 6 h with siRNA duplexes (Mission siRNA: Mm_Nr5a1_1635, 5′-CCUUUAUCUCCAUUGUCGATT-3′ (#1635); Mm_Nr5a1_1636, 5′-CAUUACACGUGCACCGAGATT-3′ (#1636); Sigma-Aldrich) using Lipofectamine RNAiMAX (Invitrogen) for 6 h. The medium was replaced, and the cells were cultured for an additional 48 h. The results obtained with siRNA #1635 are provided in the main text (Fig. 1a, b, Fig. 2c, Fig. 3a, b, and Fig. 4a, d, f), whereas those obtained with siRNA #1636 are provided in Supplementary Fig. 2b, 4b, 6b, 6c, and 8d. A control siRNA (Stealth RNAi Negative Control Medium GC Duplex, Invitrogen) was used as a negative control.

For knockdown of *Ad4BP/SF-1* in Leydig cells, siRNA duplex (stealth RNAi™; Nr5a1-MSS240945, 5′-ACAAGGUGUAAUCCAACAGGGCAGC-3′; Invitrogen) was transfected for 4 h after the cells recovered by Percoll centrifugation were plated. The culture medium was replaced, and the cells were cultured for an additional 39 h. A control siRNA (Stealth RNAi Negative Control Medium GC Duplex, Invitrogen) was used as a negative control.

For the knockdown of *Srebf2*, Y-1 cells were transfected with siRNA duplex (stealth RNAi™; Srebf2-MSS277288, 5′-GGCTTCTTGGCTAGCTACTTCTTAA-3′, Invitrogen) for 6 h, and then cultured for 48 h.

### RNA-seq

Poly-A+ RNA was prepared from si*Ad4BP/SF-1*-treated or siControl-treated Y-1 cells using oligo(dT) magnetic beads. The mRNA-seq library was prepared using NEBNext^®^ Ultra™ Directional RNA Library Prep kit for Illumina^®^ (NEB, Ipswich, MA, USA). After the quality of the library was validated on an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), the samples were subjected to sequencing with a next-generation sequencer (HiSeq1500, Illumina, San Diego, CA, USA).

Total RNA was prepared from si*Ad4BP/SF-1*-treated or siControl-treated Leydig cells using the RNeasy Mini kit (Qiagen, Hilden, Germany). Then, ribosomal RNAs were removed from the total RNA using the Ribo-zero rRNA removal kit (Illumina). RNA-seq libraries were prepared from the rRNA-depleted RNAs using the Tru-Seq RNA sample prep kit v2 (Illumina). After the library quality was validated on an Agilent Bioanalyzer 2100, the RNA-seq libraries were subjected to sequencing on an Illumina GAIIx. The RNA-seq reads were aligned to the reference mouse genome sequence, UCSC mm10, using TopHat version 2.0.13 with the default parameters^38^. Cufflinks (version 2.2.1) was then used with default parameters to assemble the transcripts and calculate fragments per kilobase of transcript per million mapped fragments^39^.

### Quantitative RT-PCR

Total RNAs were prepared from Y-1 and Leydig cells treated with si*Ad4BP/SF-1* or siControl. cDNAs were synthesized from the RNAs using M-MLV reverse transcriptase (Invitrogen), and then subjected to qRT-PCR. Real-time PCR was performed on a CFX96 instrument (Bio-Rad, Hercules, CA, USA) using SYBR Select master mix (Applied Biosystems). Primers used for qRT-PCR are listed in the Supplementary Data 1. β-Actin (*Actb*) was used as a control.

### Chromatin immunoprecipitation-quantitative PCR

ChIP was performed according to the previously described procedure^9^. Briefly, 2.0 × 10^7^ Y-1 or Leydig cells were fixed with 1% formaldehyde for 5 min at room temperature, and then glycine was added to a final concentration of 125 mM to stop the crosslinking reaction. Then, the fixed cells were lysed with 2 ml ChIP lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% sodium dodecyl sulfate (SDS)), followed by sonication (UCD-300 Bioruptor, Diagenode, Belgium) at 4 °C. After dilution of SDS by addition of 9 volumes of dilution buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100), the sheared chromatin was subjected to immunoprecipitation with 2 μg of anti-Ad4BP/SF-1 antibody previously produced by ourselves^40^. Normal rabbit IgG was used as a negative control for the immunoprecipitation. The immunoprecipitates were collected using Dynabeads^®^ with Protein A (Life Technologies, Carlsbad, CA, USA), and then sequentially washed three times with 700 μl ChIP-radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris-HCl, pH 8.0, 5 mM EDTA, 150 mM NaCl, 0.1% SDS, 0.5% NP-40), three times with 700 μl high-salt ChIP-RIPA buffer (50 mM Tris-HCl, pH 8.0, 5 mM EDTA, 500 mM NaCl, 0.1% SDS, 0.5% NP-40), three times with 700 μl LiCl buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.1% NP-40), and once with 700 μl TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA), all at room temperature. Finally, the chromatin fragments were eluted from the beads with 100 μl elution buffer (0.1 M NaHCO_3_, 1% SDS, 10 mM dithiothreitol). After the crosslinks were reversed by heating at 65 °C for 16 h, DNA fragments were purified using the QIAquick PCR Purification kit (Qiagen). The purified DNAs were subjected to real-time PCR using primer sets listed in Supplementary Data 1. Because ChIP-seq showed that Ad4BP/SF-1 does not bind to exon 7 of the *Star* gene, this region was used as a negative control in ChIP-qPCR.

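Exon 7 of *Star* spans 25812773 to 25815982 on chromosome 8 of mm10 and was overlapped by no peak in either list from Leydig cells. The nearest peak lay 3093 bp away in the vehicle list and 4092 bp away in the cAMP list. The ChIP-qPCR primers of Supplementary Data 1 were placed on mm10 where an exact match was found near the gene. The *Hummr* and *Acly* amplicons lay in a peak of cAMP-treated Leydig cells only. The *Mvk* amplicon lay in neither list's peaks, with the nearest 97108 bp away in the vehicle list.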

### ChIP-sequence

The DNA fragments prepared as described above were used to construct a ChIP-seq library using the NEBNext DNA sample prep master mix set 1 (NEB) and DNA Sample Prep kit, oligo only (Illumina). Adaptor-ligated DNA fragments (200–500 bp) were recovered and used for the following steps. After the quality of the library was validated on an Agilent Bioanalyzer 2100 (Agilent Technology), the ChIP-seq library was subjected to sequencing on the Illumina GAIIx platform. ChIP-seq reads were mapped to the reference mouse genome (mm10) using Bowtie^41^ (version 0.12.7), allowing up to three mismatches. Multiple-hit reads were excluded, and only reads uniquely mapped to the reference mouse genome were subjected to further analysis. To identify peaks and regions of Ad4BP/SF-1 enrichment, uniquely mapped reads were analyzed using MACS (Model-based Analysis for ChIP-Seq)^42^ program version 1.4.2 with the option “--nomodel”. The threshold *P* values for enriched regions of Ad4BP/SF-1 were set to 10^−3^.

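A p-value of 0.001 corresponds to a MACS score of 30. The lowest score was 50 in the vehicle list and 50.01 in the cAMP list, which corresponds to p-values of 1e-05 and 9.98e-06. Peaks of Leydig cells with scores between 30 and 50 are therefore not part of the lists used here.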

### Luciferase reporter gene assay

Luciferase reporter genes were constructed using the pGL3 basic vector (Promega, Madison, WI, USA) with upstream regions and the regions where Ad4BP/SF-1 was found to be accumulated by ChIP-seq (ChIP-peak regions). For construction of *Fdps*-Luc, *Fdft1*-Luc, *Msmo1*-Luc, *Dhcr24*-Luc, *Hummer*-Luc, and *Acly*-Luc, the ChIP-peak regions from −6051 to −6631, +27,724 to +28,080, +15,849 to +16,204, −607 to +29, +4581 to +5035, and +13,930 to +14,290 bp, respectively, and 5′ upstream regions from −240 to +50, −311 to +20, −217 to +26, −607 to +29, −1864 to +33, and −1295 to +118 bp, respectively, were used. 

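The ChIP-peak fragments were placed on mm10 from the outermost RefSeq TSS of each gene. The *Fdps* fragment, from 89108018 to 89108598 on chromosome 3, contained the whole of the vehicle and cAMP peaks of Leydig cells, 550 and 362 bp long. The *Acly* fragment, from 100513710 to 100514070 on chromosome 11, lay wholly inside a cAMP peak. The *Hummr* fragment, from 51391512 to 51391966 on chromosome 3, contained the whole cAMP peak. The *Msmo1* fragment, from 64717374 to 64717729 on chromosome 8, shared 139 bp with the vehicle peak and 131 bp with the cAMP peak. It contained no YCAAGGYC. Both results depend on the TSS. From the outermost GENCODE 5′ end of *Msmo1*, at 64733792, the peaks are centred 15882 bp (vehicle) and 15868 bp (cAMP) downstream. Both centres lie within the range that the paper gives for the fragment. A fragment placed from there would also contain the TCAAGGTC at 64717906. The ChIP-qPCR amplicon of *Msmo1*, from 64717868 to 64717992, spans this copy and lies outside the fragment placed from the RefSeq TSS. The *Fdft1* fragment, from 63151498 to 63151854 on chromosome 14, met no peak of either list. Measured from another annotated TSS, at 63177793, the *Fdft1* fragment lies inside a peak of both lists. The ChIP-qPCR amplicon of *Fdft1*, from 63149801 to 63149908, lies inside the fragment placed from that TSS, from 63149713 to 63150069. The lack of a peak may therefore come from the TSS chosen here.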

Structures of the reporters are illustrated in Fig. 2c, Fig. 4d, and Supplemenrary Fig. 8d. Gray, white, and black rectangles represent ChIP-peak regions, promoter regions, and luciferase genes, respectively. Ovals represent locations of potential Ad4BP/SF-1-binding sites^7^. In the *Dhcr24* gene, the ChIP peak overlapped with the promoter region.

Y-1 cells were plated on 24-well plates (Iwaki, Tokyo, Japan) at a density of 1.5 × 10^5^ cells per well. *Fdps*-Luc, *Fdft1*-Luc, *Msmo1*-Luc, and *Dhcr24*-Luc (10 ng) were transfected with si*Ad4BP/SF-1* (#1635) or siControl using Lipofectamine^®^ 2000 transfection reagent (Invitrogen) (Fig. 2c). *Hummr*-Luc and *Acly*-Luc (10 ng) were transfected with si*Ad4BP/SF-1* (#1635), si*Ad4BP/SF-1* (#1636), or siControl into Y-1 cells (Fig. 4d and Supplementary Fig. 6c and 8d). In the experiments shown in Fig. 2d and Supplementary Fig. 8e, 1.5 × 10^5^ HeLa cells were cultured on 24-well plates (Iwaki), and then pGL3 basic vector, *Fdps*-Luc, *Fdft1*-Luc, *Msmo1*-Luc, *Dhcr24*-Luc, and *Acly*-Luc (10 ng) were transfected along with increasing amounts of Ad4BP/SF-1 expression plasmid (25 or 100 ng)^43^. pGL3 basic vector and *Hummr*-Luc (10 ng) were transfected along with increasing amounts of Ad4BP/SF-1 expression plasmid (25, 100, or 300 ng) (Fig. 4e). In Fig. 2e, *Fdps*-Luc, *Msmo1*-Luc, and *Dhcr24*-Luc (10 ng) were transfected into Y-1 cells along with expression plasmids of Ad4BP/SF-1 (300 ng) and transcriptionally active SREBP-2 (1-481) (100 ng)^44^. pCMV-SPORT-βgal (Invitrogen) was used as an internal control. Six hours after transfection, the medium was replaced. Forty-eight hours after transfection, the cells were harvested, and luciferase and β-galactosidase activities were determined.

### Preparation of nuclear extract from Y-1 cells

Y-1 cells (4.0 × 10^7^) were harvested and suspended in 500 μl of hypotonic buffer (10 mM HEPES-KOH, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl) supplemented with phenylmethylsulfonyl fluoride (PMSF) (Nacalai Tesque, Kyoto, Japan) and benzamidine (Nacalai Tesque). The cells were swelled on ice for 5 min, and then homogenized using a 24-gauge needle (Terumo, Tokyo, Japan). Nuclei were collected by centrifugation at 900 × *g*, for 15 min at 4 °C. The pelleted nuclei were suspended with 200 μl 50 mM HEPES, pH 7.8, 10 mM NaCl, 0.1 mM EDTA, 5 mM MgCl_2_, 2% glycerol, and then the same volume of 50 mM HEPES, pH 7.8, 800 mM NaCl, 0.1 mM EDTA, 5 mM MgCl_2_, 2% glycerol was added. To extract nuclear proteins, the sample was kept on ice for 30 min. Thereafter, the sample was centrifuged (20,000 × *g*, 4 °C, 30 min), and the supernatant was collected as nuclear extract. The nuclear extract was dialyzed overnight with 1 L of binding buffer (see next paragraph for details) supplemented with PMSF and benzamidine, and then used for the subsequent experiments.

### Physical interaction between Ad4BP/SF-1 and SREBP-2

cDNAs encoding full-length Ad4BP/SF-1 or N-terminal region of SREBP-2 (1-481; transcriptionally active form) were cloned into pFastBac plasmids (Thermo Fisher Scientific, Waltham, MA, USA). FLAG-Ad4BP/SF-1, FLAG-SREBP-2, and HA-SREBP-2 were expressed using the Baculovirus Expression System (Thermo Fisher Scientific) in Sf21 cells according to the manufacturer’s protocol. The cells were lysed in 20 mM Tris-HCl (pH 8.0), 400 mM KCl, 10% glycerol, 5 mM MgCl_2_, and 0.1% Tween-20. The FLAG-tagged or HA-tagged proteins were immunopurified with anti-FLAG M2 antibody affinity agarose (Sigma-Aldrich) or anti-HA (clone 12CA5, Abcam, Cambridge, UK) antibody-conjugated agarose beads, and then eluted with 0.25 mg/ml 3× FLAG peptide (Sigma-Aldrich) or with 0.25 mg/ml 3× HA-tag peptide (Cosmo Bio Co., Ltd., Tokyo, Japan), respectively^45,46^. In pull-down experiments (Fig. 2f), FLAG-SREBP-2 (300 ng) was incubated overnight at 4 °C with the nuclear extract prepared from Y-1 cells in 1 ml binding buffer (50 mM HEPES-KOH, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% NP-40) supplemented with PMSF and benzamidine. FLAG-SREBP-2 (1-481) and its interactants were immunoprecipitated with anti-FLAG antibody-conjugated magnetic beads (Sigma-Aldrich), and then the beads were sequentially washed three times with 700 μl low-salt washing buffer (50 mM HEPES-KOH, pH 7.4, 150 mM NaCl, 0.1% NP-40), three times with 700 μl high-salt washing buffer (50 mM HEPES-KOH, pH 7.4, 300 mM NaCl, 0.1% NP-40), and once with 700 μl PBS. Finally, the immunoprecipitates were eluted from the beads with 15 μl elution buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 500 μg/ml FLAG peptide). Eluates and inputs were subjected to SDS-polyacrylamide gel electrophoresis followed by western blotting using antibodies against Ad4BP/SF-1 (1/1000), FLAG (1/1000, Nacalai Tesque), or CREB (cAMP-responsive element binding protein, 1/1000, Millipore, Billerica, MA, USA). CREB was used as a negative control. For in vitro binding assays (Fig. 2g), HA-SREBP-2 (1-481) (300 ng) and FLAG-Ad4BP/SF-1 (300 ng) were incubated overnight at 4 °C in 1 ml binding buffer. Following the same washing and elution procedures described for the pull-down experiment above, western blotting was performed using antibody against HA (1/1000) or FLAG (1/1000).

### Measurement of de novo cholesterol synthetic activity

De novo cholesterogenic activity was measured as described previously^47,48^. Y-1 cells were treated with si*Ad4BP/SF-1* (#1635) or siControl for 48 h, and then incubated for 1 h at 37 °C in a serum-free medium containing [1,2-^14^C]acetate (PerkinElmer, Boston, MA, USA), 50 μM aminoglutethimide (Sigma-Aldrich) and 2 μg/ml 58-035 (ACAT2; acyl-CoA cholesterol acyltransferase inhibitor) (Sigma-Aldrich). Total lipid fraction containing cholesterol was extracted with chloroform/methanol (2:1, v/v), and then separated by thin-layer chromatography on a silica gel using benzene-ethylacetate (2:3, v/v) as a solvent. The radioactivities of the spots for free and esterified cholesterol, visualized with iodine vapor, were determined by liquid scintillation counting. [1,2-^14^C]acetate incorporation into cholesterol was expressed as cpm/mg protein/h.

### Quantification of cholesterol and related metabolites

Y-1 cells were treated with si*Ad4BP/SF-1* (#1635) or siControl for 48 h, and then whole cells or mitochondria isolated from the cells were suspended in 0.2 ml methanol at 4 °C. The suspension was sonicated (2 × 20 s pulses, separated by a 30-s interval) on a Bioruptor^®^ Plus (Diagenode). Thereafter, they were centrifuged at 15,000 rpm for 5 min at 4 °C to eliminate methanol-insoluble cellular components. The supernatant (methanol soluble fraction) was recovered and evaporated to remove methanol. Gas chromatography-mass spectrometry analysis was performed using an Agilent 6890 Plus gas chromatograph interfaced with a single-quadrupole Agilent 5975C MSD (Agilent) as previously described^49^.

### Statistics

All experiments were performed in at least three biologically independent replicates. Data are represented as average and standard deviation (SD). The numbers of the experimental replicates are indicated with “*n*” in figure legends. Statistical significance was examined using a two-tailed Student’s *t* test.

### Data availability

mRNA-seq data have been deposited in DDBJ under the accession code DRA005961 (Y-1 cells) and DRA005963 (Leydig cells) (http://trace.ddbj.nig.ac.jp/DRASearch/).

ChIP-seq data have been deposited in GEO under the accession code GSE106955 (https://www.ncbi.nlm.nih.gov/geo/).

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Ad4BP/SF-1 regulates cholesterol synthesis to boost the production of steroids
**Source:** Commun Biol. 2018 Mar 22;1:18. doi: 10.1038/s42003-018-0020-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Nucleotide sequences of primers used for qRT-PCR and ChIP-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

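Ad4BP/SF-1 was immunoprecipitated from mouse Leydig cells treated with vehicle or cAMP, with 1 library per condition, and the input DNA sample was not used here. The authors mapped the reads to mm10 with Bowtie, allowed up to 3 mismatches, kept reads with a single position, and called peaks with MACS. The methods do not say whether the input served as the control for peak calling. The deposited lists hold the position of each peak and its MACS score, and the score is the authors' value, 10 times the negative log10 of the peak's p-value. They hold no read numbers, so the depth of the libraries is unknown. Reads with several positions were left out before peak calling, which can remove peaks in repeated sequence.

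From the lists, overlaps were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 and checked with bedtools 2.31.1, which gave the same 2167 overlapping peaks in each list. Genes were those of GENCODE M21 on mm10. Sequences were extracted from the same genome, which was indexed with samtools 1.23.1. Shares are given with exact Clopper-Pearson intervals at the 95% level from scipy 1.17.1, which cover counting error only, and plots were drawn with matplotlib 3.10.9. Random regions kept the chromosome and width of each peak and contained no unknown base, with 10 draws for each list. Regions matched on GC content lay within 5 percentage points of their peak. Random placements of the cAMP peaks were drawn 1000 times over whole chromosomes. Random gene sets, 10000 for each count, were drawn from 21728 protein-coding genes within 10 classes of gene length.

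The functions were first tested on simulated data. Of 2000 simulated peaks, the 500 planted overlaps were found. Of 1000 simulated genes, the 200 with a peak planted within 10 kb were found, and of 1000 simulated sequences the 300 with a planted consensus were found. Of 200 gene lists drawn at random, 5 had a count reached by under 5% of random sets, and of 200 lists made with many genes with a peak, 200 did.

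The assignment window, the consensus, the gene lists and their alternatives were chosen before the data were examined. The tests chosen later are named in the parts that report them. A score of at least 75 was added as an alternative after the scores had been seen, because no peak scores below 50 and the alternative of at least 50 set earlier removes none. Genes named in the text are the 20 cholesterogenic genes, the other genes that the paper names, the protein-coding genes nearest to the 10 highest-scoring peaks of each list and to the 10 highest-scoring peaks without an overlap in the other list, and the members with a peak of a steroidogenic and a glycolytic list. *Got1*, *Gm20388*, *Ccdc134* and the ribosomal RNA gene were named after their values had been seen. Some genes that this rule covers are not reported here one by one. For *Aldoa*, which has 2 entries in GENCODE, both were joined. Coordinates count from 1. With 1 library per condition no difference between the conditions could be set against replicate error, and no library could be left out in turn. Where shares of the lists are set side by side, their intervals cover counting error only and do not show an effect of the treatment.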

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

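The test of wide peaks was chosen only after the result had been seen. The peaks below lie outside those the paper discusses, and with 1 library per condition none has a replicate check.

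The highest-scoring vehicle peak, with a score of 904.96, lies on chromosome 2 from 152363307 to 152364243, and its nearest protein-coding TSS is that of *Nrsn2*, 12863 bp away. It contains 2 copies of YCAAGGYC. The highest-scoring cAMP peak, with a score of 803.27, lies on chromosome 6 from 92884294 to 92885077, and its nearest protein-coding TSS, 15329 bp away, is that of *Gm15737*. It contains 1 copy. Each overlaps a peak of the other list. No explanation, technical or biological, was tested for their scores.

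The promoter of *Pgk1*, a glycolytic gene on chromosome X, has a peak in both lists, from 106186625 to 106187311 in the vehicle list and from 106186622 to 106187313 in the cAMP list. Its scores of 582.64 and 657.62 rank 13 among vehicle peaks and 3 among cAMP peaks, but it contains no YCAAGGYC and no CAAGGYC. The promoter of *Abca1* on chromosome 4 likewise has a peak in both lists without either sequence, with a score of 142.86 in the vehicle list and 73.93 in the cAMP list. The paper reports that *Abca1* expression was not altered by the knockdown and does not discuss a peak there. No explanation, technical or biological, was tested for these peaks.

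A ribosomal RNA gene is annotated on chromosome 17 from 39846353 to 39848827. A peak that overlaps part of it scored 708.51 in the vehicle list, from 39842897 to 39846927, and 591.99 in the cAMP list, from 39842895 to 39847012. A candidate explanation is sequence that occurs in many copies in the cells and in few in the reference. Across the 19 peaks wider than 1500 bp in both lists, YCAAGGYC occurred 0.327 times per kb, and in random regions of the same widths 0.220 times per kb. A peak chosen for its width has few copies per kb by construction, so this density decides nothing and the explanation stays open. The peak at the ribosomal RNA gene contains 1 copy in each list, and a wide vehicle peak at *Got1* contains 4. No biological explanation was tested.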

How the results depend on the processing

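The score of at least 75 was chosen after seeing the data, and the count of genes with a peak in both lists was compared between settings only after its values had been seen. The score of at least 50 removed no peak and so tests nothing. The cause of the changes below was not tested, apart from the smaller number of peaks that a stricter score leaves.

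With scores of at least 75 the lists held 2666 vehicle and 1622 cAMP peaks, and with at least 100 they held 1521 and 927. The share of cAMP peaks with an overlap was then 61.4% and 63.3%, against 53.8%. The vehicle share stayed within its interval under both scores and both stricter overlaps. With equal list lengths the shares were 46.5% of vehicle and 46.5% of cAMP peaks. Nearly every overlap joins 1 peak of each list, so equal lengths give equal shares by construction, and this tests nothing about the difference between the shares.

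With the gene body only, 3 cholesterogenic genes had a peak in the vehicle list, 3 in the cAMP list and 4 in either, and with scores of at least 100 the vehicle list had 3. The number of these genes with a peak in both lists, 5 within 10 kb, was 2 with the gene body only, 3 with 5 kb on either side and 1 with scores of at least 100. Each of the other counts stayed within 1.5 times of its value within 10 kb. For the cAMP list, the 2.70% of random sets with as many genes became 5.21% with random sets not matched, 13.4% with the gene body only, and 11.7%, 10.8% and 19.3% with 5, 20 and 50 kb on either side, all above 5%, so its place below 5% holds only for the window of 10 kb with matched sets, at every score tried. With scores of at least 75 the vehicle share fell to 4.06% and that for either list to 2.11%. With at least 100 the vehicle share was 11.7%, again above 5%, and that for either list was 0.23%.

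The share of peaks near a TSS was 7.08% (vehicle) and 5.47% (cAMP) within 500 bp, 27.1% and 24.9% within 5 kb, 8.41% and 6.71% from the outermost 5′ ends, 12.4% and 9.99% with scores of at least 75, and 13.2% and 9.92% with at least 100. The median distance of the vehicle cholesterogenic peaks was 9841 bp from the outermost 5′ ends, and the cAMP median did not change.

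The share of peaks with the consensus was 83.8% (vehicle) and 79.98% (cAMP) for CAAGGYC, 75.2% and 73.1% for YCAAGGYCR, 73.0% and 70.7% in the central 200 bp, 85.6% and 89.8% with scores of at least 75, and 87.5% and 92.0% with at least 100. The cAMP share was the lower under each consensus and the higher under both stricter scores.

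Depth is unknown and the lists begin at a score of 50, which limits every statement that a gene has no peak.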

Differences from the paper's values

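The paper states 12 of 20 cholesterogenic genes in cAMP-treated and cAMP-untreated Leydig cells. Within 10 kb of the genes, 6 had a peak in the vehicle list and 6 in the cAMP list. Of the alternatives set before the data were examined, 50 kb on either side came nearest. It gave 8 genes in each list, which is within 1.5 times of the paper's 12 but still below it. The lists used here begin at a score of 50, whereas the threshold in the paper's methods corresponds to a score of 30. Whether peaks between these scores account for the difference could not be tested. The gene body only, 5 kb on either side, and scores of at least 50 and 100 gave between 3 and 6 genes. These settings cannot raise the count above that within 10 kb, so they do not test the gap. Settings that could raise it did not close the gap. With 20 kb on either side each list had 6 genes, and with the nearest TSS the lists had 7 (vehicle) and 6 (cAMP). Read as the genes of either condition together, 7 had a peak within 10 kb and 10 within 50 kb.

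The paper states that every ChIP-peak region contained a consensus sequence. Within 10 kb of cholesterogenic genes, 8 of 9 vehicle peaks and 7 of 9 cAMP peaks contained YCAAGGYC. With CAAGGYC the counts were 8 and 8.

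The paper states that ChIP-seq gave a clear peak at *Hummr* in Leydig cells, and Fig. 5b boxes a signal in cells without cAMP as well. The vehicle list has no peak at the site of the cAMP peak, and its nearest lies 4220 bp away.

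The paper states accumulation at *Acly* without naming the cells in that sentence. The vehicle list has 0 peaks within 10 kb of the gene and the cAMP list has 2.

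The paper describes the reporter fragments as regions where Ad4BP/SF-1 accumulated. Placed from the outermost RefSeq TSS, the *Fdft1* fragment overlapped 0 peaks of either list, and from another annotated TSS it lay inside a peak of both. The *Hummr* and *Acly* fragments overlapped a cAMP peak and 0 vehicle peaks. The paper's ChIP-seq also covers Y-1 cells, which were not analysed here, so a missing vehicle peak does not contradict its description.

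Fig. 2c and Fig. 5d draw potential Ad4BP/SF-1-binding sites in each fragment, with several in *Fdps* and *Hummr*. YCAAGGYC occurred 1 time in both of these fragments, 0 times in the *Msmo1* fragment and 0 times in the *Fdft1* fragment from the outermost RefSeq TSS. From another annotated TSS, the *Fdft1* fragment contained 2 copies. Neither CAAGGYC nor YCAAGGYCR gave more copies in the *Fdps*, *Hummr* and *Msmo1* fragments. Placed from the outermost GENCODE 5′ end of the gene, at 64733792, the *Msmo1* fragment would contain the TCAAGGTC at 64717906. The absence of a site at *Msmo1* therefore depends on the TSS, and the ChIP-qPCR amplicon of *Msmo1* spans this copy.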

Other observations

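The tests of overlap by score outside the highest-scoring peaks, of the single X chromosome and of SREBP-2 sites in each list by itself were chosen only after the results had been seen.

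Each list was divided into 10 groups of nearly equal size by score. The share of peaks that overlap a peak of the other list rose with the score, from 15.0% of the lowest-scoring group of vehicle peaks to 62.2% of the group below the highest, and from 21.6% to 82.6% for cAMP peaks. Below the highest-scoring group this may reflect peaks near the calling threshold that are called in one library and missed in the other. In the highest-scoring group, 84 of 572 vehicle peaks and 19 of 403 cAMP peaks had no overlap. Of the vehicle peaks of that group with an overlap, 16.2% met a cAMP peak scoring under 75. Of the cAMP peaks of that group with an overlap, 9.11% met a vehicle peak scoring under 75. No number had been fixed for how many such peaks the threshold would require, so threshold and treatment cannot be told apart for these peaks. They include *Acly* and *Hummr* in the cAMP list and *Dhcr7* in the vehicle list.

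Of the cAMP peaks without an overlap 63.6% contained YCAAGGYC, against 75.2% of the vehicle peaks without one and 88.8% of the vehicle peaks with one. Lower scores in the cAMP list might have produced this. Among peaks without an overlap that score from 50 to 60, the share was 53.4% (95% exact interval 50.3% to 56.5%) in the cAMP list and 70.1% (67.5% to 72.5%) in the vehicle list. Equal scores need not stand for equal enrichment when depth is unknown, so this does not exclude weaker enrichment. Enrichment, depth, background and treatment cannot be told apart here, with 1 library per condition.

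Chromosome X held 34 vehicle peaks and 23 cAMP peaks, or 0.208 and 0.141 per Mb, against 2.37 and 1.67 per Mb of autosome. Among autosomes, the vehicle density was lowest on chromosome 3, at 1.45 per Mb. The X to autosome ratio of vehicle peaks per Mb was 0.0876. The ratio of YCAAGGYC per Mb was 0.855, the ratio of the share of genes with a vehicle peak within 10 kb was 0.110, and the ratio of vehicle peaks per Mb of sequence outside repeats was 0.109. These values argue against fewer consensus sequences, fewer genes or more repeats as the whole cause. The single X of male cells, with fewer reads per site, is another candidate explanation. Of the autosomal vehicle peaks, 26.7% scored at least 100 and would stay at or above 50 if the score fell in proportion to the number of copies, a share above the ratio of 0.0876 found for X. How the score follows the number of reads was not tested and the lists give no read numbers, so the single X and a biological cause cannot be told apart.

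Whether cAMP-only peaks lie at cAMP response elements was tested with TGACGTCA. It was present in 0.646% of them (95% exact interval 0.334% to 1.13%) and in 0.535% (0.322% to 0.834%) of the vehicle peaks without an overlap. This full sequence is thus absent from almost all of these peaks and cannot account for most of them. Shorter or variant forms of the element were not searched for, so the test does not exclude them.

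Whether Ad4BP/SF-1 peaks contain SREBP-2 sites more often than other sequence was tested with TCACNCCAC. It was present in 2.01% of vehicle peaks (95% exact interval 1.66% to 2.41%) against 1.99% of random regions matched on GC content, which argues against an excess in that list. It was present in 2.29% of cAMP peaks (1.85% to 2.80%) against a mean of 1.70% of matched random regions, whose 10 draws reached 1.94%. The share lay above all 10 draws and the interval lay above their mean, although it overlapped the highest draws. With 92 such peaks, the sequence was thus more frequent in this list than in matched random regions. The test was chosen after the results had been seen, and 1 library cannot show whether the excess would recur.

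Within 10 kb, 10 of 16 glycolytic genes had a peak in the vehicle list and 9 in the cAMP list. None of 10000 random gene sets reached the vehicle count and 0.01% reached the cAMP count. Of 13 steroidogenic genes, 7 had a peak in each list, a count reached by 0.21% of random sets for the vehicle list and 0.03% for the cAMP list. The authors had reported regulation of both groups of genes by Ad4BP/SF-1 before, so the lists were not chosen independently of it. The random sets were matched on gene length but not on expression, so these counts do not show binding particular to these pathways. No technical explanation was tested.

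*Srebf2* had a peak 8.49 kb upstream of its TSS in the vehicle list and 8.52 kb upstream in the cAMP list, within *Ccdc134*. *Scarb1* had 4 peaks in the vehicle list and 2 in the cAMP list. *Abcg1* had none.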
